A study of Homo sapiens with 9 samples. Its data were reported in "Comprehensive Transcriptomic Analysis Reveals Dysregulated Competing Endogenous RNA Network in Endocrine Resistant Breast Cancer Cells" (2020).

How the data were processed

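RNA from the human breast cancer line MCF-7 and from its derivatives LCC2 and LCC9 was measured on Agilent one-colour (Cy3) arrays that carry probes for mRNAs and for long non-coding RNAs (lncRNAs), with 3 arrays per line and 9 in all. Per the labels, LCC2 is resistant to tamoxifen and LCC9 to tamoxifen and fulvestrant. Per the study's methods, the cells stood in phenol red free medium with charcoal-stripped serum before RNA was taken, and that step names no drug. The arrays are labelled as biological replicates, but neither the labels nor the methods say whether each came from a separately grown culture. All p-values therefore measure only the spread between these samples. The circular RNA and microRNA measurements of the study, and the co-expression networks built from them, were not part of these files and were not analysed.

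The deposited scanner files hold intensity values per spot, made by the authors with Agilent Feature Extraction. The labels name version 10.7 of that program and the file headers name version 11.5.1.1. Per the file headers the positions refer to genome build hg19. The program had already subtracted a background and corrected spatial trends, and no scaling between arrays had been applied. The deposited table of the whole series holds, per probe, an intensity averaged over spots and a log2 column from which the authors had subtracted the 75th percentile of each array. Both were checked against the scanner files. The intensities equalled the mean over spots on every array (r = 1.0), and the log2 columns differed from the log2 intensities by a single shift per array. Gene symbols, transcript names, mRNA or lncRNA class, lncRNA subgroup and coordinates came from the annotation columns of that table, and symbols were updated through gene identifiers. Of 34235 mRNA probes, 30934 had a gene symbol, and 34760 of 40914 lncRNA probes had a subgroup. The files put some non-coding transcripts, such as LINC01550, in the mRNA class, and that class was kept as given.

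Spots flagged as outliers were removed, and the remaining spots of a probe were averaged. Each array was scaled by subtracting its 75th percentile of log2 signal over the 75149 non-control probes. A probe was kept when it was well above background, by the program's own flag, on all 3 arrays of at least 1 line. Probes with all their spots flagged as outliers on more than 3 arrays (86 probes) were left out. This kept 52798 probes, of which 27192 were mRNA and 25606 lncRNA probes. The spread between replicates had a median SD of 0.131 log2 in MCF-7, 0.175 in LCC2 and 0.149 in LCC9. The number of arrays limits the precision.

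All 9 arrays entered a single limma fit (limma 3.58.1, R 4.3.3) with group means only. Each contrast was tested with the moderated test (eBayes without trend) and adjusted by the Benjamini-Hochberg method over both classes together. A probe was called when its adjusted p was under 0.05 and its change at least 2-fold, the thresholds the study states for mRNAs and lncRNAs. The same thresholds with another test give other counts. Errors of fold changes are standard errors (SE) of this fit. In the text, "rose" and "fell" refer only to called probes. Probes that differed among the 3 lines were counted with limma's moderated F test. The pipeline was tested on simulated data in which 100 probes were changed 2.5-fold and another 100 were changed 4-fold in each comparison. In LCC2 against MCF-7, 87% of 2.5-fold and 97% of 4-fold changes were recovered with 1 false call, and in LCC9 against MCF-7, 76% and 99% were recovered with 5 false calls.

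The 31 gene lists were fixed before the data were examined, as were the tests, the alternatives and the rule for named genes. They covered pathways linked to hormone response and resistance (estrogen response, luminal identity, basal epithelium, mesenchymal genes, growth factor receptors, PI3K and AKT signalling, Notch, stemness, Hippo), cell state (cell cycle, p53 targets, unfolded protein response and autophagy, hypoxia and glycolysis, cholesterol and lipid synthesis, drug metabolism, interferon-stimulated genes, antigen presentation), structure (extracellular matrix and focal adhesion, glycosaminoglycans and proteoglycans, cell junctions), loci and families (cancer-testis genes of the X chromosome, the imprinted 14q32 cluster, HOX genes, replication-dependent histones, ribosomal proteins, lncRNAs known in breast cancer) and markers of other cells (fibroblast, endothelial, leukocyte, neural). A further list held the genes and transcripts the study's text names. It and the list of cancer-testis genes had been chosen with the study's own findings on these samples in view, so they are not independent evidence. Other lists match themes that the study reported from these samples. Among them are cell cycle, p53, Notch, Hippo, stemness, drug metabolism, lipids, glycosaminoglycans and focal adhesion. A pass of those lists is therefore not independent of the study either. Of the 31 lists, 29 were tested with camera (limma), leaving out the fibroblast list, with under 5 measured genes, and the list of genes the study's text names, for which members were only counted. Camera was run at a preset correlation between genes of 0.01, with 1 probe per gene (the brightest), adjusted over lists. Camera with an estimated correlation and fry were run as alternatives. Camera compares a list with all other genes, so its direction can differ from the sign of the list's own median.

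Named genes followed a rule. Per derivative line, it took the 8 largest rises and 8 largest falls among called mRNA probes measured on all 6 arrays without overlap of the groups, and the 4 brightest per direction among those well above background in only one of the groups. For lncRNAs the numbers were 4 and 2. It also took the 6 mRNAs and 3 lncRNAs per direction called alike in both lines with the largest smaller change, the 5 mRNAs per direction that differed most between LCC9 and LCC2, 4 mRNAs per pattern called in opposite directions, up to 4 called members of each list (or 2 uncalled ones where none was called), and all transcripts the study's text names. Where a probe was not well above background on any array of a group, its fold is a lower bound, computed against the lowest signal that counted as well above background on each array of that group, or against the probe's own signal where that was higher, and written as "at least".

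Further tests were Fisher's exact test (two-sided) per chromosome and direction, over mRNA and lncRNA probes together, and per lncRNA subgroup. Both were adjusted by the Benjamini-Hochberg method. The correlation of fold changes across pairs of lncRNA and mRNA probes within 10 kb was set against 1000 random pairings. For calls shared by both derivative lines, the overlap was compared with that of independent lists. In 20 simulations all 3 groups were drawn without any change, with MCF-7 as the shared control. They measured the correlation and covariance that shared controls alone produce.

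The scanner files show that the arrays lay on 3 slides. Slide 1 held all MCF-7 arrays and LCC2 replicate 1, slide 2 held LCC2 replicates 2 and 3 with LCC9 replicates 1 and 2, and slide 3 held LCC9 replicate 3. LCC9 and MCF-7 never shared a slide, so the slide and these lines are partly confounded. Values with slide as a block are given beside the main ones for the counts of calls, the shared calls and the probes that differ among the lines, and within a slide for the counts of calls where it held 2 lines. The chromosome, lncRNA subgroup and neighbour tests were not run with slide as a block.

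Alternatives covered quantile normalization, scaling by the median of kept probes or by the 75th percentile over probes well above background on all 9 arrays. They also covered normexp background correction (offset 50), no filter on dim probes and only probes well above background on all 9 arrays. Further ones were the authors' log2 values, the replicate number as a block, slide as a block and only the compared groups in the fit. The test was varied with eBayes with trend and robust, array weights, an ordinary t-test per probe, adjusted p alone and limma treat against 1.5-fold. The last were counting genes or transcripts and leaving out each array. The study's methods name a t-test for circular RNAs and no test behind the corrected p of mRNAs and lncRNAs. Normexp used the median pixel signal of each spot, since the mean pixel signal foreseen at first is not in the files. For lists, the trend and robust alternative could use the trend only, since camera has no robust option. Scripts were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and in R with the data.table package (1.17.8).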

Results

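Array signals for mRNAs and lncRNAs were compared between MCF-7, a hormone-sensitive breast cancer line that carries the estrogen receptor, its tamoxifen-resistant derivative LCC2, and LCC9, a derivative resistant to tamoxifen and fulvestrant. Each line had 3 arrays. Between 65.4% and 72.3% of the 75149 probes were well above background on an array, and the 75th percentile of signal lay between 451 and 537 intensity units. The median signal was 92.9 to 108 units on the LCC9 arrays and 75.7 to 92.3 units on the others. Of the kept 52798 probes, 27216 (51.5%) differed among the 3 lines in limma's F test. With slide as a block the same test found 13229.

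Arrays of a line correlated with r between 0.988 and 0.995, and arrays of different lines with r between 0.934 and 0.976, across probes, which are not independent replicates. The first principal component set LCC9 apart from the other lines and carried 56.6% of the variance. The second, with 26.2%, set LCC2 apart from MCF-7. Of the LCC2 arrays, replicate 2 stood somewhat apart, with 825 probes at least 2-fold from both other LCC2 arrays, against 27 to 181 probes for every other array within its line.

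**Figure D1:**
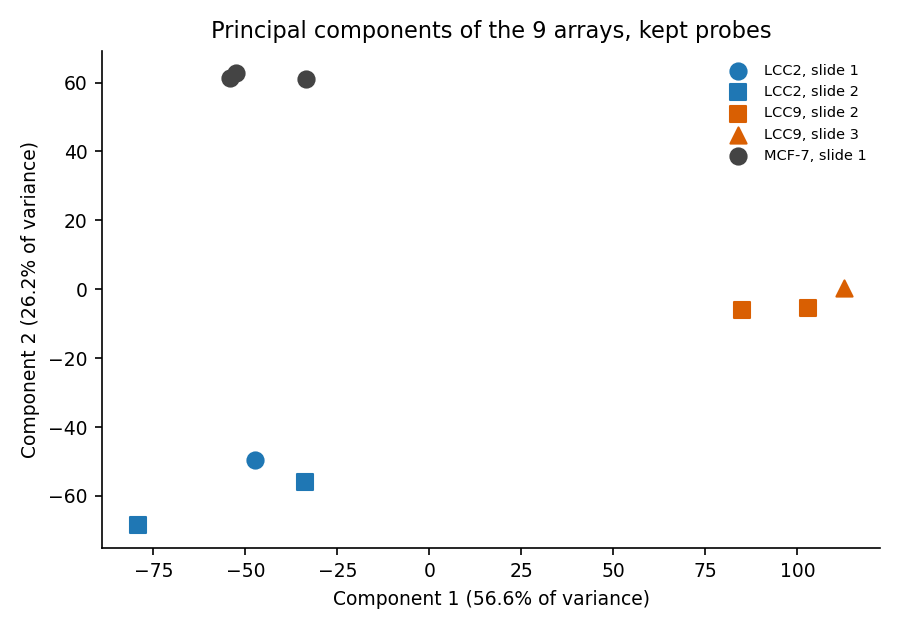
Scores of the 9 arrays on principal components 1 and 2 over the kept probes, with colour for the line and shape for the slide. LCC9 lay at scores above 85 on component 1, and MCF-7 and LCC2 parted on component 2.

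The comparison of LCC2 with MCF-7 asked which transcripts differ between a tamoxifen-resistant line and its parent. Each kind of resistance was represented by a single line, so resistance and line cannot be told apart. In LCC2, the largest rises among mRNAs measured on all arrays were those of H2BC6, a histone H2B gene, by 5.15 log2 (SE 0.15, 35.6-fold, n = 3 arrays per line unless stated), and of FAM50B, by 4.54 log2 (SE 0.17). DSCAM, a cell adhesion molecule of neurons, rose by 4.32 log2 (SE 0.15) on 1 of its 2 kept probes, and PMP22, a protein of the myelin membrane, by 4.24 log2 (SE 0.14). The largest falls were those of MAGEA2B, a cancer-testis antigen gene (-5.36 log2, SE 0.14), SLITRK6, a neuronal membrane protein (-4.18 log2, SE 0.22), PRTFDC1 (-4.07 log2, SE 0.10) and CRAT, the carnitine acetyltransferase (-3.99 log2, SE 0.25). CHGA, which encodes chromogranin A of neuroendocrine granules, was higher by 8.34 log2 (SE 0.18), the MCF-7 signal being above background on 2 of 3 arrays.

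IFI27, an interferon-induced gene, rose 12.8-fold, CLSTN2, a synaptic calsyntenin, 12.6-fold, MIR1915HG 11.4-fold and VWC2L, a secreted protein with a von Willebrand domain, 9.80-fold. MAGEA4 fell by 3.64 log2, LINC01608 by 3.58, ATP6V0A4, a subunit of the vacuolar proton pump, by 3.38 and ARHGEF38, an exchange factor of Rho GTPases, by 3.24. Some probes were not well above background on any array of a line, so their folds are lower bounds. LINC01550 was at least 37.9-fold higher in LCC2, CALB2 (calretinin, a calcium-binding protein) at least 26.4-fold, SKIDA1 at least 25.0-fold and the transcript lnc-C11orf39-3 at least 11-fold. MAGEA1 was at least 255-fold lower, LINC01419 at least 172-fold, a probe of MAGEA6 at least 122-fold and NLGN4X, a neuroligin of synapses, at least 106-fold. On hg19, the H2BC6 probe lay on chromosome 6 from 26184399 to 26184458, that of DSCAM on chromosome 21 from 41384961 to 41385020, that of CHGA on chromosome 14 from 93401545 to 93401604 and that of MAGEA2B on chromosome X from 151886664 to 151886723.

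Interferon-stimulated genes were higher as a list in LCC2: of 37 measured, 13 rose, 0 fell and 24 did not pass the test, with a median of 0.86 log2 over the list. The count was also 13 when adjusted over the list alone. IFITM1 (3.02 log2, SE 0.24), CMPK2 (2.97 log2, SE 0.22) and LGALS3BP (2.14 log2, SE 0.12) were among those that rose, while IFI44L, counted among the 13, was well above background on no array of either line. The list's camera adjusted p was 1.18e-16 with the preset correlation and the adjusted p = 0.261 with an estimated correlation. Of 27 measured cancer-testis genes of the X chromosome, 11 fell and 16 did not pass, also 11 when adjusted over the list alone (camera adjusted p = 5.09e-06, adjusted p = 0.143 with an estimated correlation). The call was also lost with only probes well above background on all 9 arrays (adjusted p = 0.551, the highest of a range from 3.46e-07 over the alternatives). That filter drops genes silent in a line, such as MAGEA1 in LCC2, so it cannot test their fall. Besides the MAGEA genes, XAGE1A fell by 7.24 log2 (SE 0.17), its LCC2 signal being above background on 1 of 3 arrays. This list had been chosen with the study's findings in view and is not independent evidence.

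Of 31 HOX genes, which pattern the body axis, 5 rose and 1 fell in LCC2 (camera adjusted p = 0.000478, adjusted p = 0.432 with an estimated correlation). HOXB6 rose by 1.85 log2 (SE 0.24), HOXB3 by 1.77 (SE 0.19) and HOXC6 by 1.24 (SE 0.13), and HOXB13 was at least 1.81-fold lower. Of 17 genes of basal epithelium, 2 fell and 1 rose (camera adjusted p = 0.0131, adjusted p = 0.261 with an estimated correlation). CAV2, a caveolin, fell by 1.72 log2 (SE 0.14), LAMC2, a laminin chain, was at least 4.36-fold lower, and the transcription factor FOXC1 rose by 1.77 log2 (SE 0.15). Among 24 genes of antigen presentation, each read on its brightest probe, only HLA-DRB5 was called, by 1.54 log2 (SE 0.12) higher (camera adjusted p = 0.0405, adjusted p = 0.879 with an estimated correlation). Among 6 neural markers, only CHGA was called (camera adjusted p = 0.0405, adjusted p = 0.432 with an estimated correlation). The calls of the last pair of lists were weak. Without the filter on dim probes their adjusted p was 0.0581 and 0.161, with slide as a block 0.206 and 0.0701 and within slide 1 0.186 and 0.071, although the slide fits rest on a single LCC2 array. Over all alternatives run the adjusted p ranged from 0.00732 to 0.879 for antigen presentation and from 5.14e-05 to 0.471 for neural markers.

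The remaining lists did not pass camera's threshold in LCC2. Of 50 estrogen response genes, 6 rose and 7 fell (adjusted p = 0.782). The rises included PRSS23, a serine protease (2.66 log2, SE 0.15), STC2, a stanniocalcin (2.17 log2, SE 0.13), and PGR, the progesterone receptor (1.39 log2, SE 0.26), and the falls SUSD3 (-1.94 log2, SE 0.17) and the receptor tyrosine kinase RET (-1.82 log2, SE 0.25). Of 23 growth factor receptors and ligands, 8 fell and 1 rose (adjusted p = 0.211), among them IGF2 (-2.97 log2, SE 0.17), FGFR3 (-2.26 log2, SE 0.11), KIT (-2.18 log2, SE 0.15) and, as the rise, ERBB4 (1.74 log2, SE 0.22). In drug metabolism, 2 of 38 rose and 4 fell (adjusted p = 0.782): UGT1A6, a glucuronosyltransferase, rose by 1.56 log2, GSTA4 fell by 1.44, and MAOB was at least 4.31-fold and UGT2B15 at least 3.56-fold lower.

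Counts were small in the other lists of LCC2. In cell junctions 3 of 33 rose, among them the gap junction gene GJA1 (2.15 log2), and 2 fell, among them DSC2 (-2.24 log2), with adjusted p = 0.364. Among 18 mesenchymal genes VIM, vimentin, fell by 2.27 log2, TGFBI was at least 2.5-fold lower and SNAI2, with 2 MCF-7 arrays, rose by 1.17 log2 (adjusted p = 0.708). Among 26 p53 targets TIGAR rose and GDF15 and PERP fell, GDF15 by 1.12 log2 (adjusted p = 0.782). In hypoxia and glycolysis NDRG1 fell by 1.95 log2 and VEGFA by 1.02 (2 of 26, adjusted p = 0.211). Among 34 genes of cholesterol and lipid synthesis PCSK9, which lowers the LDL receptor, was at least 11.7-fold lower, and LSS rose by 1.03 log2 (adjusted p = 0.782). In Notch signalling HEY2 was at least 5.15-fold higher and HEYL rose by 1.18 log2 (2 of 24, adjusted p = 0.211). A single member was called in stemness (SOX9, at least 3.86-fold higher, adjusted p = 0.145), PI3K and AKT (IRS2, 1.55 log2, 0.782), Hippo (LATS2, 1.20 log2, 0.868), luminal identity (MUC1, -1.22 log2, 0.782), matrix and adhesion (LAMC2, 0.887), glycosaminoglycans (XYLT1, at least 16.2-fold higher, 0.565) and breast cancer lncRNAs (LINC00221, at least 11.4-fold lower, 0.268).

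No member was called in LCC2 in cell cycle (38 genes, adjusted p = 0.211), unfolded protein response and autophagy (31, 0.614), the 14q32 cluster (9, 0.698), histones (27, 0.782), ribosomal proteins (34, 0.285), endothelial (6, 0.565) and leukocyte markers (8, 0.565). The largest changes there, ribosomal proteins apart, were -0.82 log2 for CCNE1, 0.77 for ATG7, 0.36 for WDR25, 0.40 for H2AC25, -0.38 for EMCN and -0.30 for CD19. RPL4 read 1.75 log2 higher in LCC2 and 1.72 in LCC9 with an SE of 1.03. Of the 10 fibroblast markers only COL1A1 was measured, so that list was not tested (0.29 log2 in LCC2 and -0.50 in LCC9). H2BC6 was not a member of the histone list. Among the lists that passed, median, mean and test had one sign. They differed in sign in LCC2 for estrogen response, luminal identity, growth factors, PI3K and AKT, drug metabolism, unfolded protein response, matrix and adhesion, the 14q32 cluster and breast cancer lncRNAs.

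**Figure D2:**
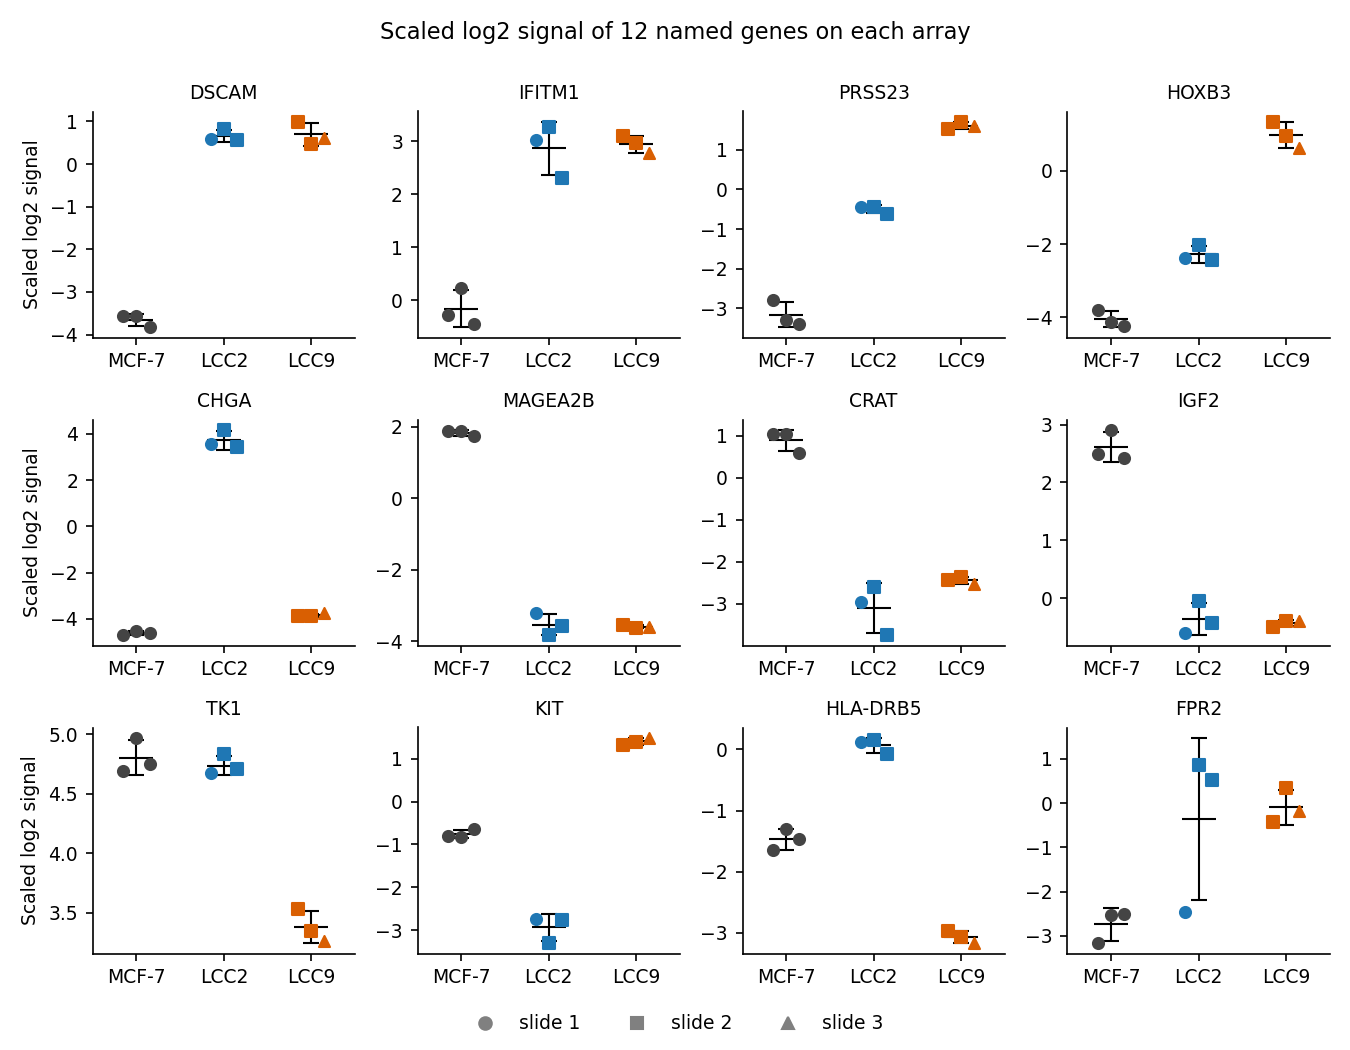
Scaled log2 signal of 12 named genes on each array, by line (x axis), with points for arrays, shapes for slides, and bars for the mean and SD of 3 arrays. DSCAM was higher by 4.32 log2 in LCC2 and 4.35 in LCC9, KIT lay on opposite sides of MCF-7 in these lines, and FPR2 followed the slide in LCC2.

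Among lncRNAs of LCC2, a transcript annotated as tRNA_449_69 rose 11.1-fold, LINC00511 7.77-fold on 1 of its 11 kept probes, HOXC-AS3, the antisense transcript of the HOXC cluster, 6.63-fold and NR_104173.1 6.03-fold. The probe for TCONS_00023167 was at least 37.7-fold higher and that for TCONS_00022864 at least 28.9-fold, both at the locus of LINC01550 on chromosome 14 (98425867 to 98444406). NR_109925.1 fell by 6.12 log2 (SE 0.12, chromosome 21, 19933582 to 20132130), and AL109763.2, annotated at the same locus and so not a separate change, read -4.04 log2 (SE 0.10). XR_429346.1 fell by 3.93 log2 and XR_242421.1, at the LINC01608 locus of chromosome 8, by 3.78. RP11-701H24.4 was at least 19.9-fold lower and SNORD116-20, which it overlaps in the imprinted region of chromosome 15, at least 19.4-fold.

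In all, 1231 mRNA probes were called in LCC2 against MCF-7, 519 higher and 712 lower, and 977 lncRNA probes, 477 higher and 500 lower. They stood for 1062 genes and 938 transcripts. LAMC2, GSTA4, LSS and VEGFA were called on 1 of 2 kept probes. With slide as a block 1033 mRNA and 752 lncRNA probes were called, and within slide 1, where MCF-7 had 3 arrays and LCC2 1, 1167 and 911. Both estimates rest on LCC2 replicate 1, the only LCC2 array on the slide of MCF-7 and itself part of the main comparison, so they do not show independently that the calls hold apart from slide. Not all of the probes called in these fits were among the 1231 and 977. Of the mRNA calls, 788 were well above background on all 6 arrays, 60 only in LCC2 and 150 only in MCF-7, and of the lncRNA calls 459, 61 and 141. The small majority of lower lncRNA calls turned into a majority of higher ones (485 of 950) after quantile normalization, and likewise under the other scalings, normexp, slide as a block and the methods' t-test, so these calls had no clear direction.

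LCC9 against MCF-7 compared the line resistant to both tamoxifen and fulvestrant with the parent, and here too resistance and line cannot be told apart. In LCC9, the largest rises among mRNAs measured on all arrays were those of PI15, a peptidase inhibitor (5.22 log2, SE 0.22, 37.4-fold), HOXB3, a homeobox factor (5.02 log2, SE 0.19), SCIN, which severs actin filaments (4.94 log2, SE 0.17), PRSS23 (4.77 log2, SE 0.15) and ELOVL2, an elongase of fatty acids (4.65 log2, SE 0.13). The largest falls were those of MAGEA2B (-5.42 log2, SE 0.14), MAGEA6 (-4.77 log2, SE 0.10), XAGE1A (-4.72 log2, SE 0.17), all cancer-testis genes, and MARCKS, a substrate of protein kinase C (-3.84 log2, SE 0.17). Cell cycle genes and genes of cholesterol and lipid synthesis were lower as lists with the preset correlation, each with adjusted p = 0.560 with an estimated correlation.

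ASCL1, a transcription factor of neural and neuroendocrine cells, rose 21.2-fold, lnc-SNURF-3 20.9-fold and DSCAM 20.4-fold. C19orf33 fell by 3.77 log2, CTNND2, a catenin of neurons, by 3.63, CYBRD1, a ferric reductase, by 3.48 and IRX4, a homeobox factor, by 3.41. TNFSF15, a cytokine of the TNF family, was at least 135-fold higher, LINC01550 at least 102-fold, XYLT1, which starts glycosaminoglycan chains, at least 46.3-fold and lnc-CALCOCO2-7, from the HOXB cluster, at least 31.9-fold. A probe of MAGEA6 was at least 127-fold lower, MAGEA12 at least 54.7-fold, SPAG16, a protein of the sperm tail, at least 35.2-fold and EPDR1 at least 33.6-fold. On hg19 the PI15 probe lay on chromosome 8 from 75767172 to 75767231, that of HOXB3 on chromosome 17 from 46627302 to 46627361 and that of TNFSF15 on chromosome 9 from 117552239 to 117552298.

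Of 38 cell cycle genes, 16 fell in LCC9, 0 rose and 22 did not pass, also 16 when adjusted over the list alone, with a median of -0.88 log2 (camera adjusted p = 8.57e-09, adjusted p = 0.560 with an estimated correlation). E2F8, TK1 (thymidine kinase), CCNB1 (cyclin B) and BIRC5 (survivin) fell by 1.49, 1.42, 1.40 and 1.24 log2, with SE of 0.12, 0.12, 0.18 and 0.18. The 27 histone genes expressed in DNA replication were lower as a list without a single call (median -0.54 log2, camera adjusted p = 0.000246, adjusted p = 0.653 with an estimated correlation), with H1-5 at -0.98 log2. Of 34 genes of cholesterol and lipid synthesis, 10 fell and 24 did not pass (median -0.62 log2, camera adjusted p = 0.000246, adjusted p = 0.560 with an estimated correlation). PCSK9 fell by 2.22 log2 (SE 0.32), the desaturases FADS2 and FADS1 by 2.13 and 1.43 and the elongase ELOVL6 by 1.37.

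Of 37 interferon-stimulated genes, 10 rose in LCC9 and 27 did not pass (median 0.35 log2, camera adjusted p = 0.000179, adjusted p = 0.560 with an estimated correlation). IFITM1 rose by 3.10 log2 (SE 0.24), CMPK2 by 2.45 (SE 0.22) and IFI44L and IFI44 were at least 4.44-fold and 4.48-fold higher. Of 38 genes of drug metabolism, 10 rose, 2 fell and 26 did not pass (median 0.18 log2, camera adjusted p = 0.0151, adjusted p = 0.560 with an estimated correlation). UGT1A6 rose by 2.19 log2 (SE 0.23), AKR1C3, which reduces steroids, by 1.55 (SE 0.38) and FMO4 by 1.51 (SE 0.19), whereas MAOB was at least 5.72-fold lower. Of 27 cancer-testis genes, 12 fell and 15 did not pass, also 12 when adjusted over the list alone (camera adjusted p = 0.0188, adjusted p = 0.560 with an estimated correlation). MAGEA1 fell by 7.11 log2 (SE 0.27), its LCC9 signal being above background on 1 of 3 arrays. The list was study-chosen, as stated above, and camera turned its direction (adjusted p = 0.563) when only probes well above background on all 9 arrays were used, a filter that drops genes silent in a line. Over all alternatives its adjusted p ranged from 8.95e-07 to 0.563.

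The other lists did not pass camera's threshold in LCC9. Of 50 estrogen response genes, 5 rose and 9 fell (adjusted p = 0.977), with PRSS23 and ELOVL2 as above, PGR at 2.73 log2 (SE 0.26) and SERPINA1, antitrypsin, at -3.60 log2 (SE 0.15, above background on 1 of 3 LCC9 arrays). Of 31 HOX genes, 4 rose and 3 fell (adjusted p = 0.330, with a median of -0.18 log2 and a mean of 0.42). All that rose were of the HOXB cluster, with HOXB6 at 4.13 log2 (SE 0.24) and HOXB4 and HOXB5 at least 34.7-fold and 5.16-fold higher. Of 24 genes of antigen presentation, 3 fell, HLA-C by 2.02 log2 (SE 0.13), HLA-B by 1.98 (SE 0.15) and HLA-DRB5 read -1.59 log2 (SE 0.12), with adjusted p = 0.0817. The probes of HLA-C and HLA-B overlap on the genome and do not count as separate changes. With slide as a block that list passed (adjusted p = 0.0111, from 0.00134 to 0.747 over the alternatives). Of 23 growth factor receptors and ligands, 3 rose and 4 fell (adjusted p = 0.137), among them ERBB4 (2.86 log2, SE 0.22), KIT (2.16, SE 0.15), IGF2 (-3.04, SE 0.17) and FGFR3 (-2.42, SE 0.11).

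Of 34 glycosaminoglycan and proteoglycan genes, 2 rose and 5 fell in LCC9 (adjusted p = 0.549), with GPC6, a glypican, at 3.21 log2 (above background on 2 of 3 MCF-7 arrays) and HAS2, a hyaluronan synthase, at least 2.41-fold lower. Of 17 basal epithelial genes, 1 rose and 4 fell (0.299), with TP63 at 1.44 log2, CAV2 at -1.63 and SFN at -1.48. FOXC1, which rose in LCC2, was also among the falls, on a probe not well above background on all 9 arrays. In Notch signalling 3 of 24 rose and 3 fell (0.361), with HEY2 at least 12.4-fold higher, HEY1 at 1.75 log2 (above background on 2 of 3 MCF-7 arrays) and NOTCH4 at -1.37. In stemness 2 of 16 rose and 1 fell (0.147), with NANOG at 2.43 log2, SOX2 at 1.26 and KLF4 at -1.42. In cell junctions 2 of 33 rose and 2 fell (0.997), with CLDN1, a claudin, at 2.00 log2 and DSC2 at -1.85. PI3K and AKT genes had 3 rises in 26 (0.513), IRS2 by 2.08 log2, PIK3R1 by 1.16 and INPP4B by 1.02. Luminal identity had 3 rises in 25 (0.581), ANKRD30A by 1.23 log2, AGR3 by 1.17 and PRLR by 1.01. In the Hippo list ANKRD1, a target of YAP, rose by 5.35 log2 (SE 0.28, above background on 2 of 3 MCF-7 arrays), and AJUBA and TEAD4 fell by 1.73 and 1.01 (0.379).

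Among 26 p53 targets, CDKN1A, TP53I3 and GDF15 fell in LCC9, the first and second by 1.63 and 1.33 log2 (adjusted p = 0.358). Among 18 mesenchymal genes VIM fell by 2.57 log2 and SNAI2 rose by 1.5 (0.581). In matrix and adhesion TNC rose by 1.37 log2 and PXN and LAMC2 fell by 1.24 and 1.01 (0.2). A single member was called in hypoxia and glycolysis (ANKRD37, -1.08 log2, 0.997), unfolded protein response and autophagy (TRIB3, -1.22 log2, 0.416), breast cancer lncRNAs (DLEU2, -1.11 log2 with 2 of 7 probes called, 0.127), leukocyte markers (LCP1, also an actin-bundling protein, -2.27 log2, 0.563) and neural markers (SNAP25, a protein of synaptic vesicle fusion, 2.17 log2, 0.137). No list member was called in the 14q32 cluster (0.513), ribosomal proteins (0.997) and endothelial markers (0.581), where RTL1, RPL35 and EMCN read -0.81, -0.40 and 0.95 log2. The leukocyte marker PTPRC read 0.21 log2. Median, mean and test differed in sign in LCC9 for estrogen response, hypoxia and glycolysis, mesenchymal genes, the 14q32 cluster, HOX genes and ribosomal proteins.

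Among lncRNAs of LCC9, SEMA6A-AS1, antisense to a semaphorin gene, rose 27.0-fold, AL132709.5, in the 14q32 region (chromosome 14, 101420944 to 101426516) though not on that list, 24.0-fold with all 10 of its kept probes called higher, LINC01193 22.2-fold and a probe annotated as snoRNA_scaRNA_336_71 22-fold. TCONS_00023167 and TCONS_00022864 were at least 105-fold and 76.7-fold higher. CSAG3, from the MAGEA region of chromosome X, fell by 4.07 log2 (SE 0.12), APOBEC3B-AS1 by 3.49 (SE 0.12), uc021qrb.1 by 3.47 (SE 0.21) and TCONS_00013117 by 3.28 (SE 0.20). CTD-2194D22.3, beside IRX4 on chromosome 5 (1884079 to 1884763), was at least 21.8-fold lower and RP3-468B3.3 at least 16.3-fold.

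In all, 2550 mRNA probes were called in LCC9 against MCF-7, 1098 higher and 1452 lower, and 2403 lncRNA probes, 1799 higher and 604 lower. SERPINA1, CCNB1, ELOVL6, CAV2, LAMC2 and HPSE were called on 1 of 2 kept probes. These lines never shared a slide. With slide as a fixed block 1906 and 1564 were called, and that estimate runs through LCC2 replicate 1. Of the 2550 and 2403 calls, 1479 and 1221 were called the same way in that fit. With slide as a random block 2553 and 2415 were called. The correlation within slides was 0.029 there, and that fit cannot part slide from lines that never shared one. Among mRNA probes the direction of the majority depended on the scaling. The share of higher calls was 43.1% and became 60.4% (1489 higher, 975 lower) with the 75th percentile over bright probes, a scaling that moved the median of all kept probes to 0.184 log2. Among lncRNA probes the share was 74.9% and became 63.8% (1438 higher, 815 lower) after quantile normalization, 68.2% with the median and 84.1% with the percentile over bright probes, so the majority was higher under each scaling.

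**Figure D3:**
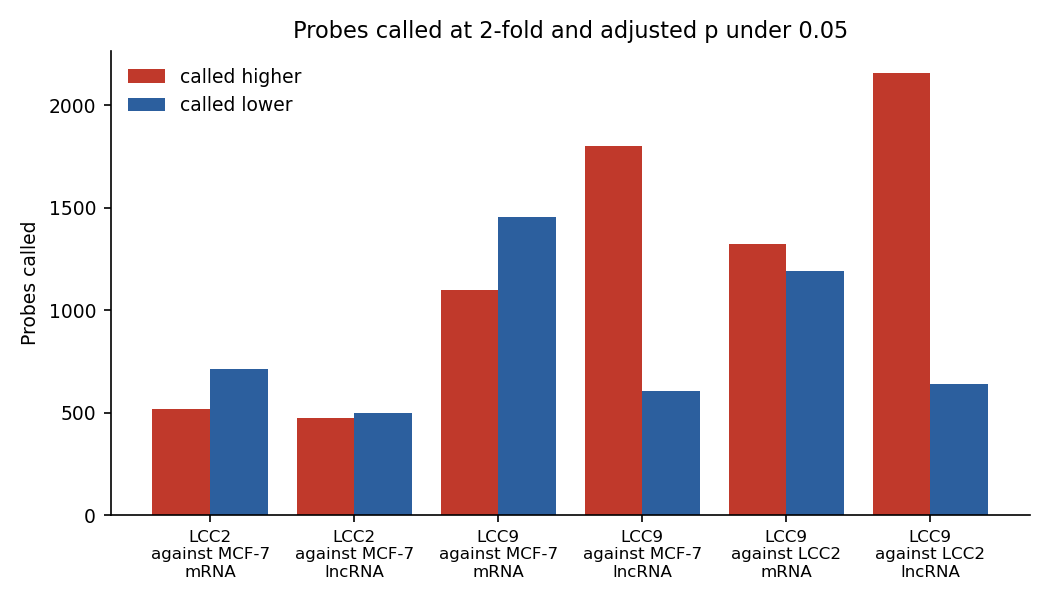
Numbers of probes called higher (red) and lower (blue) in each comparison and class (x axis). Among lncRNA probes of LCC9 against MCF-7, 1799 were higher and 604 lower.

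LCC9 and LCC2 were compared to see what sets the doubly resistant line apart. Among mRNAs measured on both sides, LINC01608 was higher in LCC9 by 5.73 log2 (SE 0.16), ANKRD1 by 4.79 (SE 0.28), SEMA6A, a semaphorin, by 4.47 (SE 0.13), KIT by 4.34 (SE 0.15) and GDAP1, a mitochondrial protein, by 4.18 (SE 0.33). CHGA was lower, at -7.56 log2 (SE 0.18), as were H2BC6 at -5.77 (SE 0.15), FAM50B at -4.22 (SE 0.17), EPB41L2, of the membrane skeleton, at -3.66 (SE 0.11) and CLSTN2 at -3.45 (SE 0.36). As lists, cell cycle genes (6 of 38 lower, camera adjusted p = 1.74e-07), histones (0 of 27 called, 2.52e-05), antigen presentation (5 of 24 lower, 0.00130), cholesterol and lipid synthesis (10 of 34 lower, 1 higher, 0.000647) and interferon-stimulated genes (6 of 37 lower, 1 higher, 0.0476) were lower in LCC9, and growth factor receptors (4 of 23 higher, 0.000715) and drug metabolism (6 of 38 higher, 2 lower, 0.0476) higher. None of these passed with an estimated correlation, the smallest being adjusted p = 0.435 for growth factor receptors.

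Between these lines 2517 mRNA probes were called, 1324 higher and 1193 lower in LCC9, and 2799 lncRNA probes, 2157 higher and 642 lower. Within slide 2, which held 2 arrays of each line, 2322 and 2357 were called, and with slide as a block 2488 and 2659. The share of higher calls was 52.6% for mRNA probes, 40.7% (1090 of 2676) after scaling by the median and 63.6% (1616 of 2539) with the 75th percentile over bright probes. Lower calls were also the majority with quantile normalization, normexp and the methods' t-test, so the mRNA calls had no clear direction. For lncRNA probes it was 77.1%, 65.6% after quantile normalization and 72.6% within slide 2.

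Calls shared by both resistant lines were counted to describe what they hold in common against MCF-7. DSCAM rose by 4.32 log2 in LCC2 and 4.35 in LCC9, IFITM1 by 3.02 and 3.10, PRSS23 by 2.66 and 4.77, VWC2L by 3.29 and 2.55 and CMPK2 by 2.97 and 2.45. In each line 1 of 2 kept probes was called for DSCAM, CMPK2 and LGALS3. MAGEA2B fell by 5.36 and 5.42 log2, CRAT by 3.99 and 3.33, ATP6V0A4 by 3.38 and 3.22, and the growth factor IGF2, CYBRD1 and the galectin LGALS3 changed by -2.97 and -3.04, by -2.69 and -3.48 and by -2.43 and -3.39. Among lncRNAs, TCONS_00023168, at the locus of LINC01550, rose by 2.49 and 3.99 log2 and RP11-141M1.3 by 2.38 and 3.88, and APOBEC3B-AS1 (2.70 and 3.49), AL121578.2 (2.30 and 2.11) and CTD-2335A18.1 (1.98 and 2.11, 4 of 9 probes called) fell by the values given. FPR2, a formyl peptide receptor, was called in both lines at 2.37 and 2.64 log2 with an SE of 0.69, and CTD-2561J22.4 at 2.79 and 3.41 with an SE of 0.80. Both probes separated slide 1 from the other slides, with LCC2 replicate 1 beside MCF-7, and with slide as a block FPR2 read 0.26 in LCC2 (an estimate from LCC2 replicate 1) and -0.48 in LCC9, and CTD-2561J22.4 0.35 and -0.08.

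In total 487 mRNA probes (214 higher, 273 lower) and 338 lncRNA probes (208 higher, 130 lower) were called the same way in both lines. With slide as a block the counts were 397 and 280. The majority of lower mRNA calls turned with the 75th percentile over bright probes (262 higher, 230 lower), and that of higher lncRNA calls with normexp (35 higher, 37 lower). Independent lists of these sizes would share 21 and 38 mRNA and 33.5 and 11.8 lncRNA probes. The fold changes of both lines correlated across mRNA probes with r = 0.415 and across lncRNA probes with r = 0.292. In 20 simulations without any changed probe, the shared MCF-7 arrays alone gave r = 0.5 and 0.501 and no shared calls. Hardly any probe can be called where none is changed. The simulations therefore cannot show how many shared calls the common controls add among changed probes. The covariance was 0.155 for mRNA and 0.0999 for lncRNA probes against simulated values of 0.0154 and 0.0191, so that 0.140 and 0.0808 remained as the estimate without the shared controls. The 3 MCF-7 arrays could not be divided into separate controls of 2 arrays each, and part of the excess may come from that sharing.

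Calls in opposite directions were fewer, with 19 mRNA probes higher in LCC2 and lower in LCC9 and 40 the other way, against 27.7 and 28.8 for independent lists. Among lncRNA probes the counts were 11 and 66, against 11.2 and 35.1. HLA-DRB5, of the class II antigen complex, rose by 1.54 log2 in LCC2 and fell by 1.59 in LCC9, PHLDA1 (1 of 2 kept probes) rose by 1.90 and fell by 1.41, EPB41L2 rose by 1.34 and fell by 2.33, and RAB19, a small GTPase, rose by 1.17 (1 of 2 kept probes) and fell by 1.19. KIT, a receptor tyrosine kinase, fell by 2.18 log2 in LCC2 and rose by 2.16 in LCC9, and LINC01608 fell by 3.58 and rose by 2.15. TM4SF1 fell by 1.42 and rose by 2.10, and MIR205HG, the host transcript of a microRNA, fell by 1.35 (3 of 7 probes called) and rose by 1.70. Among those named above, PI15, UGT2B15, XR_242421.1, RP11-701H24.4 and SNORD116-20, which overlaps it, were also called lower in LCC2 and higher in LCC9. So were lnc-SNURF-3 and GSTA4, on 1 of 2 kept probes in LCC2. MIR1915HG and FOXC1 were called higher in LCC2 and lower in LCC9.

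By the subgroups of the annotation, intergenic transcripts made up 47.1% of lncRNA calls in LCC2, 44.3% in LCC9 and 50.9% of the shared calls, against 43.3% of kept lncRNA probes. The excess passed Fisher's exact test for the shared calls (172 of 338, adjusted p = 0.0287). The number of subgroup results past the test, 2 here, ranged from 1 to 6 over the alternatives. Intronic transcripts made up 6.16% of the LCC9 calls against 3.93% of kept probes (148 calls, adjusted p = 1.80e-07), 5.02% of those of LCC2 (adjusted p = 0.117) and 3.55% of the shared ones. Antisense transcripts made up 26.4%, 27.4% and 25.4%, divergent ones 4.91%, 3.54% and 3.55% and sense ones 2.15%, 2.58% and 2.07%, none of them past the test.

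lncRNAs and mRNAs that lie near each other changed alike. Across 12416 probe pairs within 10 kb the fold changes correlated with r = 0.458 (rho = 0.402) in LCC2 and r = 0.447 (rho = 0.369) in LCC9. Of 1000 random pairings the highest gave 0.0369 and 0.0283, so the permutation p was 0.001, the smallest these can give. Among 3279 overlapping pairs r was 0.510 and 0.490, and among 40046 pairs within 50 kb 0.307 and 0.337. Within 10 kb, antisense lncRNAs had r = 0.472 and 0.442, intergenic 0.354 and 0.424, intronic 0.490 and 0.463, divergent 0.375 and 0.339 and sense 0.461 and 0.597, each with p = 0.001 by permutation. Pairs share probes and are not independent replicates.

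Calls were concentrated on some chromosomes. In LCC2, 122 of 1466 kept probes of chromosome X were lower (8.32%, against 2.17% elsewhere, adjusted p = 5.91e-32 by Fisher's exact test), the chromosome of the MAGEA genes, XAGE1A and NLGN4X. On chromosome 13, 61 of 1130 probes were higher in LCC2 (5.4% against 1.86%, adjusted p = 2.59e-11) and 160 in LCC9 (14.2% against 5.21%, adjusted p = 3.68e-27). Chromosomes 10 and 21 also had an excess of higher calls in both lines (chromosome 10, 3.75% against 1.86% in LCC2 and 10.2% against 5.20% in LCC9), and chromosomes 4, 6, 14 and X of lower calls in both. With 1 probe per gene or transcript the excess of chromosome 21 in LCC9 and that of chromosome 4 in LCC2 no longer passed (adjusted p = 0.0894 and 0.258). In all, 12 combinations of chromosome and direction had an excess in LCC2 and 14 in LCC9. Chromosome 19 had few higher calls (0.630% in LCC2, 1.41% in LCC9). These tests pooled mRNA and lncRNA probes, whose directions differed in LCC9, and were not run per class.

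**Figure D4:**
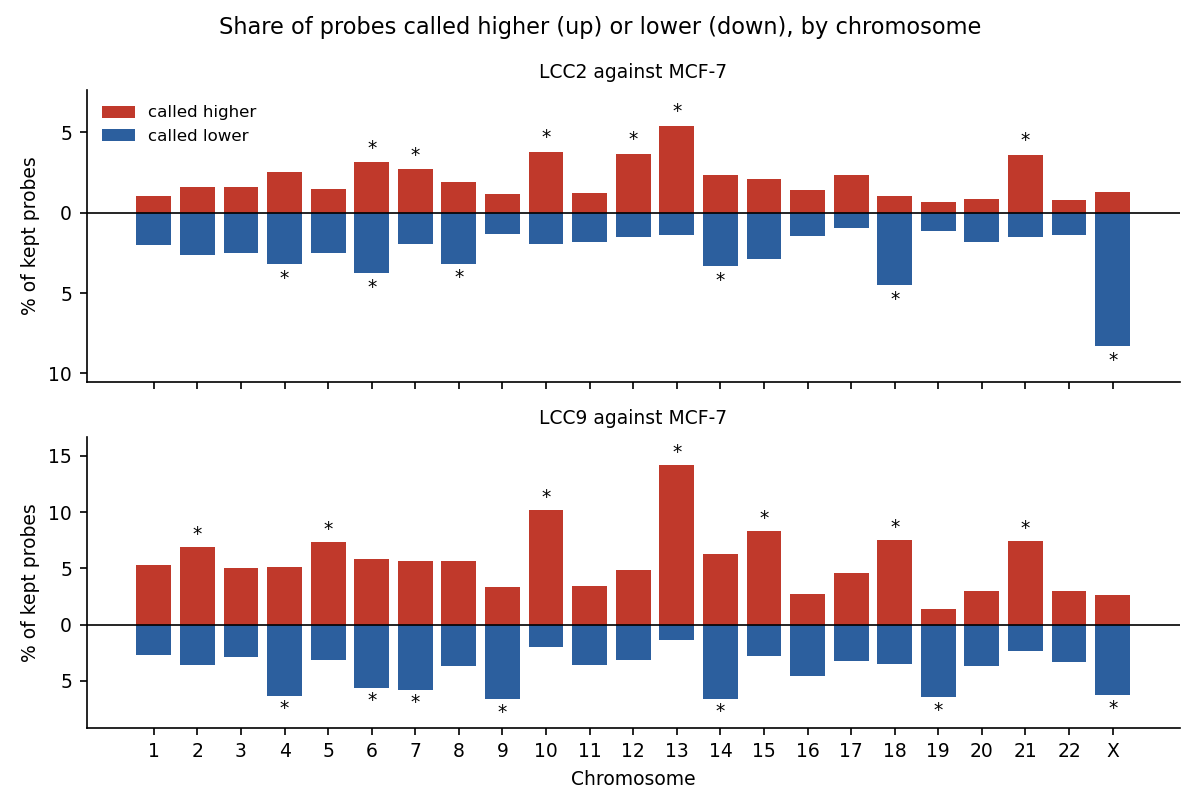
Percent of the kept probes of each chromosome (x axis) called higher (red, up) or lower (blue, down) in LCC2 and in LCC9, with stars for an excess past Fisher's exact test after adjustment. Chromosome X stood out for lower calls in LCC2 (8.32%), and chromosome 13 for higher calls in LCC9 (14.2%).

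Of the genes and transcripts that the study's text names, 31 genes were measured, and CXCL8 and ZEB1 were not among the kept probes. In LCC2, MECOM rose by 1.27 log2 (SE 0.17), VEGFA fell by 1.02 (SE 0.13), the receptor MET by 1.01 (SE 0.15) and LINC00221 was at least 11.4-fold lower. In LCC9, SOX2 rose by 1.26 log2 (SE 0.23) and HPSE, heparanase, fell by 1.18 (SE 0.11). The brightest probes of the others did not pass. Further probes of 4 of these genes were called: 3 of 4 of HLA-DQB1 were higher in LCC2 (1.58, 1.5 and 1.09 log2), 1 of 2 of NKX3-1 (2.68 in LCC2 and 1.43 in LCC9) and 1 of 4 of VPS53 (1.44 and 1.99) higher in both lines, and 1 of 2 of CD44 lower in LCC2 (-1.07). On the brightest probe NOTCH1 and NOTCH3 read -0.03 and -0.27 log2 in LCC2 and 0.02 and -0.80 in LCC9, ERBB2 0.05 and 0.26, ERBB3 -0.21 and -0.08, AKT1 0.12 and -0.83, CD44 -0.75 and -0.29, H19 -0.56 and 0.53, UCP2 -0.50 and -0.81, SDC1 -0.71 and -0.82 and NKX3-1 0.86 and 0.41. BECN1, FOXO3, XIAP, IL6, TLR4, MSX2, CYP2D6, FOXD3, PAX4, POU2F1, NKX2-5, HNF4A and HNF1A lay between -0.58 and 0.61 log2 in both lines, as did the brightest probes of VPS53 and HLA-DQB1.

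Of the lncRNAs named there, HOXC-AS3 and NR_109925.1 were called in LCC2 as given above. TCONS_00003759 rose by 2.24 log2 (SE 0.21) and uc021pna.1 by 1.48 (SE 0.13) in LCC9, and the ultraconserved transcript on chromosome 7 (114209317 to 114209522) by 1.82 in LCC2 and 2.17 in LCC9 (SE 0.21, above background on 1 of 3 MCF-7 arrays). uc004fgb.3, whose locus holds MAGEA12, was at least 12.5-fold lower in LCC2 and 13-fold in LCC9, and CTD-3049M7.1 at least 8.44-fold and 8.82-fold (2 of 5 probes called in LCC2). The study had chosen these on the same samples, so their direction is not independent evidence.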

Values the study reported

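The study reported 921 lncRNAs (459 higher and 462 lower) and 1,213 mRNAs (530 higher and 683 lower) with altered expression in LCC2 against MCF-7. For LCC9 it gave 2,498 lncRNAs (1,895 higher and 603 lower) and 2,603 mRNAs (1,181 higher and 1,422 lower). For both resistant lines together it listed 290 lncRNAs (156 higher, 134 lower) and 458 mRNAs (185 higher, 273 lower). Intergenic transcripts made up 49.2% of the altered lncRNAs of LCC2, 47% of those of LCC9 and 53.1% of the shared ones. Intronic transcripts made up 3.5%, 5.9% and 1% of the same lists.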

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

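The tests of the slide pattern and of the covariance between arrays of one line, and the fits within slide 1 and slide 2, and the neighbour correlation without single LCC2 arrays, were chosen after the results had been seen. LCC2 and LCC9 differed in 59 mRNA and 77 lncRNA probes that were called in opposite directions against MCF-7. Such probes differ at least 4-fold between the lines by selection, so their direct test adds little. In the comparison of LCC9 with LCC2 HLA-DRB5 read -3.13 log2, PHLDA1 -3.31, EPB41L2 -3.66 and RAB19 -2.37, and KIT read 4.34, LINC01608 5.73, TM4SF1 3.52 and MIR205HG 3.05. They were singled out for their opposite directions. The lines also differed in 7 gene lists, a number that another split of these 6 arrays also reached, with 7 as the highest other.

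lncRNA probes were called higher in LCC9 far more often than lower (74.9%). The tables argue against scaling as the whole cause, since the lowest share over the other scalings was 63.8%. Dim probes reading higher on the LCC9 arrays were tested with mRNA probes matched to the lncRNA probes in mean signal, of which 53.5% of the calls were higher (49.7% to 58.0% over 200 draws), so this accounts for part of the gap to all mRNA probes (43.1%) and not for the rest. From the dimmest to the brightest class of lncRNA signal, the share of higher calls fell from 79.9% to 57.1% among lncRNA probes. Among mRNA probes of the same signal classes it fell from 61.7% to 23.4%. The slide was tested within slide 2, where 72.6% of the lncRNA calls between LCC9 and LCC2 were higher. LCC9 and MCF-7 never shared a slide, so this cannot part slide from line for the 74.9%. With slide as a block, the median lncRNA change of LCC9 against MCF-7 was 0.07 log2, against 0.144 in the main fit. For mRNA probes the medians were -0.107 and -0.086. A shift of non-coding transcripts in LCC9 remains a hypothesis, and in the mRNA class 72.4% of the calls for probes of other than coding biotype were higher as well, against 36.9% for coding ones. These biotypes were not matched in signal.

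Calls were concentrated on some chromosomes, with 26 excesses. Counting several probes of a gene separately does not explain them, since 23 of 26 stayed with 1 probe per gene or transcript. Both classes were pooled, and in LCC9 lncRNA calls were mostly higher and mRNA calls mostly lower. Whether the mix of classes on a chromosome added to an excess was not tested. A regional shift of whole chromosome segments, such as a gain or loss of DNA, is a candidate explanation: neighbouring uncalled genes 10 to 500 kb apart changed alike, with r = 0.243 in LCC2 and 0.201 in LCC9, the highest of the random orders being 0.0385. Covariance of neighbours between arrays of one line, scaled to the same kind of difference, came to 16.1% of that seen in LCC2 and 3.52% of that seen in LCC9. LCC2 replicate 2 against the other arrays of its own line gave r = 0.28, as strong as between the lines, and without that array LCC2 against MCF-7 still gave r = 0.24. DNA copy number was not measured.

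Some probes separated slide 1 from the other slides and not the lines, FPR2 and CTD-2561J22.4 among them. In 181 probes LCC2 replicate 1 lay at least 2-fold from both other LCC2 arrays, and in 99 of them it lay beside MCF-7, with which it shared the slide. In 62.6% of these 99 LCC9 lay on the side of LCC2 replicates 2 and 3. The count of 181 was 1.57 times that for LCC9 replicate 3, which was alone on its slide. Slide and a difference between LCC2 cultures cannot be told apart for these probes, since a single LCC2 array lay on slide 1.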

How the results depend on the processing

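The fits within slide 1, within slide 2 and with slide as a random block were chosen after the results had been seen. With 3 arrays per line, and with 65.4% to 72.3% of probes well above background on an array, dim transcripts limit the counts and many folds are lower bounds. Counts of calls kept within 1.5 times of those reported under the other scalings, the authors' log2 values, no filter on dim probes, eBayes with trend and robust, array weights and only the compared groups in the fit. Among named values that passed in the main fit or in the alternative, the sign changed only with slide as a block. There FPR2 read -0.48 and CTD-2561J22.4 -0.08 log2 in LCC9. Sign changes of values that passed in neither were not counted. With slide as a block 32 named values no longer passed, and 55 with normexp.

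Normexp background correction gave 518 mRNA and 255 lncRNA calls in LCC2, 1278 and 735 in LCC9, 1096 and 814 between LCC9 and LCC2 and 202 and 72 shared. It changed the background model, the offset and the pixel signal together, and which of these lowered the counts was not tested. With probes well above background on all 9 arrays, a smaller set, LCC2 had 762 and 451 calls, LCC9 1262 lncRNA calls, LCC9 against LCC2 1453 lncRNA calls, and 261 and 131 were shared; 3 lists passed in LCC2, there were 17 chromosome excesses and 1 subgroup, and the cancer-testis list turned its direction in LCC9 (adjusted p = 0.563). Slide as a block gave 1564 lncRNA calls in LCC9 and 13229 probes that differed among the lines. The ordinary t-test gave 785 and 522 calls in LCC2, 1658 lncRNA calls between LCC9 and LCC2 and 174 shared lncRNA calls. Without adjustment of its p-values the same t-test gave 1193 and 912 calls in LCC2, 2526 and 2368 in LCC9 and 2404 and 2580 between LCC9 and LCC2. The study states a corrected p for these classes. Adjusted p alone, without a fold threshold, gave 5534 and 4042 in LCC2, 12412 and 9401 in LCC9, 11699 and 9543 between them and 2887 and 1785 shared. Treat against 1.5-fold, a stricter test, gave 749 and 499 in LCC2, 1461 lncRNA calls in LCC9, 1718 between LCC9 and LCC2 and 297 and 174 shared. Camera with an estimated correlation passed 0 lists in LCC2 and 0 in LCC9, and fry passed 16 in LCC9. Subgroups past the test numbered 5 with quantile normalization and 1 with the replicate block. For slide, t-test, lists and subgroups the cause was not tested. The replicate block gave 1237 mRNA calls in LCC2, and not every sample correlated best with its own number in the other lines.

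Leaving out each array in turn gave 1203 to 1332 mRNA and 926 to 1145 lncRNA calls in LCC2, 2358 to 3059 and 2175 to 2851 in LCC9, 2111 to 3014 and 2315 to 3357 between LCC9 and LCC2, 466 to 523 and 307 to 378 shared, 4 to 6 lists in LCC2 and 6 in LCC9, 21 to 25 chromosome excesses, r of 0.44 to 0.457 for neighbours in LCC2, 20837 to 26932 probes that differed among lines, and 2 to 6 subgroups (4 without MCF-7 replicate 2, 5 without MCF-7 replicate 3, 6 without LCC2 replicate 1).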

Other observations

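The arrays were also divided in other ways. For comparisons of 3 arrays with 3 the 10 splits are too few for a share under 0.05. In each of the 6 counts of calls the real split was the only 1 of 10 as large. The real values were 1231 mRNA and 977 lncRNA probes in LCC2 (highest other 0 and 1), 2550 and 2403 in LCC9 (0 and 0) and 2517 and 2799 between LCC9 and LCC2 (0 and 0). For gene lists, 3 of 10 splits passed as many as the real 6 in LCC2 (highest other 7) and 3 of 10 as many as the real 6 in LCC9 (highest other 9), so the number of lists alone says little.

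With all 9 arrays, 100 splits into 3 groups of 3 were compared. For the 27216 probes that differ among the lines the real split was the highest (1 of 100, highest other 12261), the smallest share these splits can give. The splits do not part line from slide, and with slide as a block the count was lower, as given above. For the 26 chromosome excesses (1 of 100, highest other 23) and the correlation of neighbours in LCC2 (1 of 100, 0.458 against 0.457) the real split was also the highest, but by little. Mixed groups still carry differences between lines, leaving out an array gave 21 to 25 excesses and r of 0.44 to 0.457, and the median r of the other splits was 0.363, so these splits do not tie the neighbour correlation to resistance. For shared calls 3 of 100 splits were as large, with 1392 mRNA and 1558 lncRNA probes at most against the real 487 and 338. The real split is 1 of these 3, and the other 2 set the LCC9 arrays as the control group against mixtures of the other lines, which points to the structure of the samples. For lncRNA subgroups 15 of 100 splits gave at least the real 2 (highest other 11), so chance is not excluded.

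Among shared lncRNA calls, 3.55% were intronic. That is higher than the value quoted from the study above, as were the intronic shares of LCC2 and LCC9. The shared value rests on 12 probes, lies below the 3.93% of kept probes, and comes from another set of calls than the study's.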
